# Genetic variants in histone modification regions are associated with the prognosis of lung adenocarcinoma

**DOI:** 10.1038/s41598-021-00909-z

**Published:** 2021-11-02

**Authors:** Hyo-Gyoung Kang, Yong Hoon Lee, Shin Yup Lee, Jin Eun Choi, Sook Kyung Do, Mi Jeong Hong, Jang Hyuck Lee, Ji Yun Jeong, Young Woo Do, Eung Bae Lee, Kyung Min Shin, Won Kee Lee, Sun Ha Choi, Hye won Seo, Seung Soo Yoo, Jaehee Lee, Seung Ick Cha, Chang Ho Kim, Sukki Cho, Sanghoon Jheon, Jae Yong Park

**Keywords:** Cancer, Biomarkers

## Abstract

We investigated the association between genetic variants in the histone modification regions and the prognosis of lung adenocarcinoma after curative surgery. Potentially functional SNPs were selected using integrated analysis of ChIP-seq and RNA-seq. The SNPs were analyzed in a discovery set (n = 166) and a validation set (n = 238). The associations of the SNPs with overall survival (OS) and disease-free survival (DFS) were analyzed. A total of 279 SNPs were selected for genotyping. Among these, *CAPN1* rs17583C>T was significantly associated with better OS and DFS (*P* = 0.001 and *P* = 0.007, respectively), and *LINC00959* rs4751162A>G was significantly associated with worse DFS (*P* = 0.008). Luciferase assays showed a significantly lower promoter activity of *CAPN1* in the rs17583 T allele than C allele (*P* = 0.008), and consistently the CT + TT genotypes had significantly lower *CAPN1* expression than CC genotype (*P* = 0.01) in clinical samples. The rs4751162 G allele had higher promoter activity of *GLRX3* than A allele (*P* = 0.05). The motif analyses and ChIP-qPCR confirmed that the variants are located in the active promoter/enhancer regions where transcription factor binding occurs. This study showed that genetic variants in the histone modification regions could predict the prognosis of lung adenocarcinoma after surgery.

## Introduction

Carcinogenic process can be driven by the accumulation of epigenetic alterations as well as genetic alterations^1^. Epigenetics comprise heritable modifications to the chromatin that affect gene expression without altering DNA coding sequence, including DNA methylation, microRNA regulation, and histone modifications^2^. These epigenetic changes and their roles in human cancer have been actively studied for the past decades^2^. The knowledge of various epigenetic events has led to deeper understanding of the pathogenesis of cancer, and provided a clue to the discovery of prognostic biomarkers and novel therapeutic targets^1^. Histones are the central component of the nucleosomes, the fundamental building blocks of chromatin. The histone tails are subject to extensive posttranslational modifications such as methylation and acetylation among others, which can contribute to chromatin compaction, nucleosome dynamics, and transcriptional processes^3^. Dysregulation of these processes may lead to aberrant gene expression, which is frequently observed in human cancers^4^. Many studies have reported the role of genetic variations in the regulation of epigenome^5–8^, and their association with the risk and clinical outcomes of human cancers^9–12^.

Lung cancer is one of the most commonly diagnosed malignancies and is the leading cause of cancer-related death worldwide, with an average 5-year survival rate of 19%^13^. Lung adenocarcinoma comprises approximately 50% of all lung cancer^14^. Advanced understanding in molecular pathogenesis have enabled the identification of driver mutations and the development of personalized treatment options with clinically meaningful outcomes in metastatic lung adenocarcinoma^15,16^. In early-stage lung adenocarcinoma, many patients experience recurrence and even death after complete resection although surgery is the best treatment modality for cure. Even patients with the same stage are regarded to be at a variable risk of recurrence. However, reliable prognostic biomarkers are still not available. Therefore, deeper understanding in the molecular pathogenesis is essential to promote the development of prognostic biomarkers for building effective post-surgical strategies such as adjuvant therapy and follow-up to improve prognosis in early-stage NSCLC.

In this study, we hypothesized that potentially functional single nucleotide polymorphisms (SNPs) in histone modification regions may modulate the pathogenesis of lung cancer by regulating the expression of target genes, and consequently clinical outcomes of lung cancer. To test this hypothesis, we aimed to investigate the association between functional variants within or adjacent to genes with high expression in histone modification regions and the prognosis after surgery in lung adenocarcinoma.

## Results

### Patient characteristics and clinical outcomes

The baseline clinical and pathologic characteristics of patients in the discovery and validation cohorts and their association with OS and DFS are shown in Table 1. Median duration of follow-up was 30.4 (range, 3.6–67.1) months for the discovery cohort, and 27.4 (range, 1.0–66.7) months for the validation cohort. Pathologic stage was significantly associated with OS and DFS in both cohorts (log-rank *P* [*P*_L–R_] for OS = 0.01 and 3 × 10^–6^, and *P*_L–R_ for DFS = 4 × 10^–5^ and 3 × 10^–10^ in the discovery and the validation cohorts, respectively). In the discovery cohort, age was significantly associated with OS (*P*_L–R_ = 0.02), and adjuvant therapy was associated with DFS (*P*_L–R_ = 0.04). In the validation cohort, sex and smoking status were significantly associated with OS and DFS (*P*_L–R_ for OS = 0.04 and 0.01; and *P*_L–R_ for DFS = 0.03 and 0.01, respectively).

**Table 1:** Univariate analysis for overall survival and disease-free survival by clinicopathologic features in the discovery and validation cohorts.

Variables	Discovery cohort							Validation cohort						
	No. of cases	Overall survival			Disease-free survival			No. of cases	Overall survival			Disease-free survival		
		No. of death (%)^a^	5Y-OSR (%)^b^	Log-rank *P*	No. of event (%)^a^	5Y-DFSR (%)^b^	Log-rank *P*		No. of death (%)^a^	5Y-OSR (%)^b^	Log-rank *P*	No. of event (%)^a^	5Y-DFSR (%)^b^	Log-rank *P*
Overall	166	52 (31.3)	52		85 (51.2)	38		238	38 (16.0)	75		91 (38.2)	47	
**Age (years)**														
< 64	91	24 (26.4)	59	0.02	46 (50.6)	41	0.42	111	15 (13.5)	77	0.32	41 (36.9)	49	0.65
≥ 64	75	28 (37.3)	42		39 (52.0)	31		127	23 (18.1)	73		50 (39.4)	45	
**Sex**														
Male	92	34 (37.0)	47	0.11	52 (56.5)	33	0.28	129	25 (19.4)	70	0.04	56 (43.4)	37	0.03
Female	74	18 (24.3)	59		33 (44.6)	45		109	13 (11.9)	80		35 (32.1)	58	
**Smoking status**														
Never	75	18 (24.0)	63	0.11	35 (46.7)	42	0.53	132	16 (12.1)	81	0.01	45 (34.1)	56	0.01
Ever	91	34 (37.4)	44		50 (55.0)	35		106	22 (20.8)	65		46 (43.4)	35	
**Pack-years**^**c**^														
< 32	51	18 (35.3)	49	0.16	27 (52.9)	38	0.16	65	10 (15.4)	63	0.20	25 (38.5)	36	0.60
≥ 32	40	16 (40.0)	35		23 (57.5)	31		41	12 (29.3)	61		21 (51.2)	32	
**Pathologic stage**														
I	90	20 (22.2)	60	0.01	34 (37.8)	48	4 × 10^–5^	117	6 (5.1)	93	3 × 10^–6^	24 (20.5)	69	3 × 10^–10^
II–IIIA	76	32 (42.1)	43		51 (67.1)	25		121	32 (26.5)	55		67 (55.4)	24	
**Adjuvant therapy**^**d**^														
No	43	17 (39.5)	42	0.60	24 (55.8)	37	0.04	28	9 (32.1)	59	0.70	18 (64.3)	24	0.42
Yes	33	15 (45.5)	42		27 (81.8)	15		93	23 (24.7)	52		49 (52.7)	23	

^a^Row percentage.

^b^Five year-overall survival rate (5Y-OSR) and 5 year-disease free survival rate (5Y-DFSR), proportion of survival derived from Kaplan–Meier analysis.

^c^In ever-smokers.

^d^In pathologic stage II + IIIA.

### Identification of potentially functional SNPs using ChIP-seq and RNA-seq

The regulatory variants in histone modification regions may affect the expression of genes. To identify potentially functional variants in histone modification regions, we performed ChIP-seq with antibodies against two posttranslational modifications of histone H3 (H3K4me3 and H3K27ac) and RNA-seq using H2087 cell lines. 

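The RNA-seq data comprised 1 library of untreated H2087 cells, an established lung adenocarcinoma cell line. Another library, of untreated H596 cells, was deposited with it; the paper's text does not mention this cell line, whose label gives the same tumor type. The ChIP-seq data were not analysed here. The authors prepared stranded mRNA libraries, aligned the reads to hg19 using HISAT and estimated abundances with StringTie for 63714 RefSeq transcripts of 27685 genes. For each gene and transcript they deposited an estimated read count and an FPKM value. The estimated counts of all genes summed to 46961500 in H2087 and 55387847 in H596. Among transcripts, the ratio of count to FPKM and length had a sharp lower bound, as it would if counts had been computed from coverage and length with 1 total per library. FPKM values computed from direct tallies of reads could show the same bound, so it does not settle how the counts were made. The counts were taken, as an assumption, as estimates derived from coverage. In H2087, 10050 genes (36.3% of those listed) had a count of 0, and 12534 genes had an FPKM of at least 1. The deposited FPKM values were used without further normalization. Precision was described by a 95% Wilson interval of each gene's share of the total count, carried over to its FPKM. Each cell line had 1 library, so no value has a replicate check, and the intervals cover counting error only. Genes that overlap or have near-identical copies are uncertain, because it is not stated how their reads were divided. The paper's text does not state whether the reads were paired; if both mates were counted, the intervals are too narrow.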

Based on the ChIP-seq data for two histone marks, 31,582 SNPs located within H3K4me3 peaks and 34,591 within H3K27ac peaks were retrieved. And then, based on the NCBI SNP database (https://snpinfo.niehs.nih.gov/), 1654 SNPs within H3K4me3 peaks and 1229 within H3K27ac peaks, which were potentially functional and had minor allele frequency ≥ 0.1, were collected. Using RNA-seq we chose genes with high expression level (FPKM ≥ 100), and then 383 SNPs within or closest to the genes were extracted, of which 320 were identified as tag SNPs. 

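In H2087, 704 of the 27685 genes (2.54%) had an FPKM of at least 100. They held 40.6% of the estimated counts, and their median FPKM was 176. Counting error left most of this selection unaffected: the 95% interval lay wholly at or above 100 for 687 of the genes and reached below it for 17, while the intervals of 24 unselected genes reached 100. The number depended on where the threshold was set: it was 301 at an FPKM of 200 and 1522 at 50, and 1643 for the same threshold in TPM, a rescaling of FPKM by one factor per library. CAPN1 (gene 823), which encodes a calpain subunit, lies on chromosome 11 of hg19 from 64948686 to 64979477. Its FPKM was 102 (95% interval, 100.4 to 104) from 14893 counts, which ranked it 689 among all genes, close to the threshold. If every fragment had been counted as 2 reads, a case considered after the data were seen, the lower limit would be 99.7. GLRX3 (gene 10539), which encodes a glutaredoxin, lies on chromosome 10 from 131934639 to 131978646. Its FPKM was 145 (95% interval, 142 to 148) from 9272 counts, above the threshold by more than the counting error. LINC00959 (gene 387723), on chromosome 10 from 131862162 to 131909081, had 0 counts; 3 counts, the limit that a count of 0 allows, would be an FPKM of 0.0234. It was thus not detectable at this depth and lay far below the selected level. For comparison, the highest FPKM values in H2087 were those of RNR2 (5629.5), a mitochondrial ribosomal RNA, GAPDH (3972), KRT18 (3607), TMSB10 (3380.2) and ACTB (3086). The paper used the genes at or above this level to narrow the SNPs within histone modification peaks to those within or closest to a highly expressed gene.

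**Figure D1:**
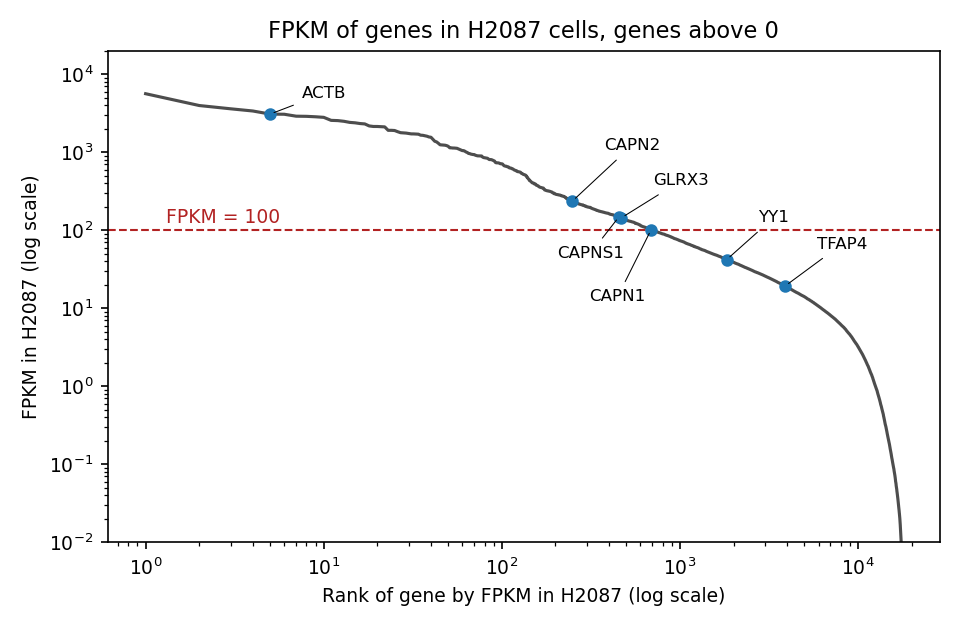
FPKM of each gene with a value above 0 in H2087 (log scale) against its rank (log scale); the dashed line is the selection threshold and the points are genes named in the paper. CAPN1, at rank 689, sits on the line, and GLRX3 lies above it at rank 469.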

Finally, the 279 SNPs were selected because 41 located within the overlap between the H3K4me3 peaks and H3K27ac peaks were duplicated.

### Associations between the SNPs and survival outcomes

Among the 279 SNPs genotyped, 184 were analyzed for the association study after excluding 10 with genotyping failure, 85 with deviation from the HWE (*P* < 0.05) or call rate < 90%. In the discovery set, 41 SNPs were significantly associated with clinical outcomes (Supplementary Table S1). Among 41 SNPs, two **(***CAPN1* rs17583C>T and *LINC00959* rs4751162A>G) were found to be significantly associated with survival outcomes in a validation set (Supplementary Table S2). In a combined analysis that adjusted for age, gender, smoking status, pathologic stage, and adjuvant therapy, *CAPN1* rs17583C>T was significantly associated with better OS and DFS (adjusted HR [aHR] = 0.49, 95% CI 0.32–0.75, *P* = 0.001, under a dominant model; aHR = 0.43, 95% CI 0.23–0.79, *P* = 0.007, under a recessive model, respectively), and *LINC00959* rs4751162A>G exhibited worse DFS (aHR = 1.53, 95% CI 1.11–2.09, *P* = 0.008, under a dominant model) (Fig. 1 and Table 2).

**Figure 1:**
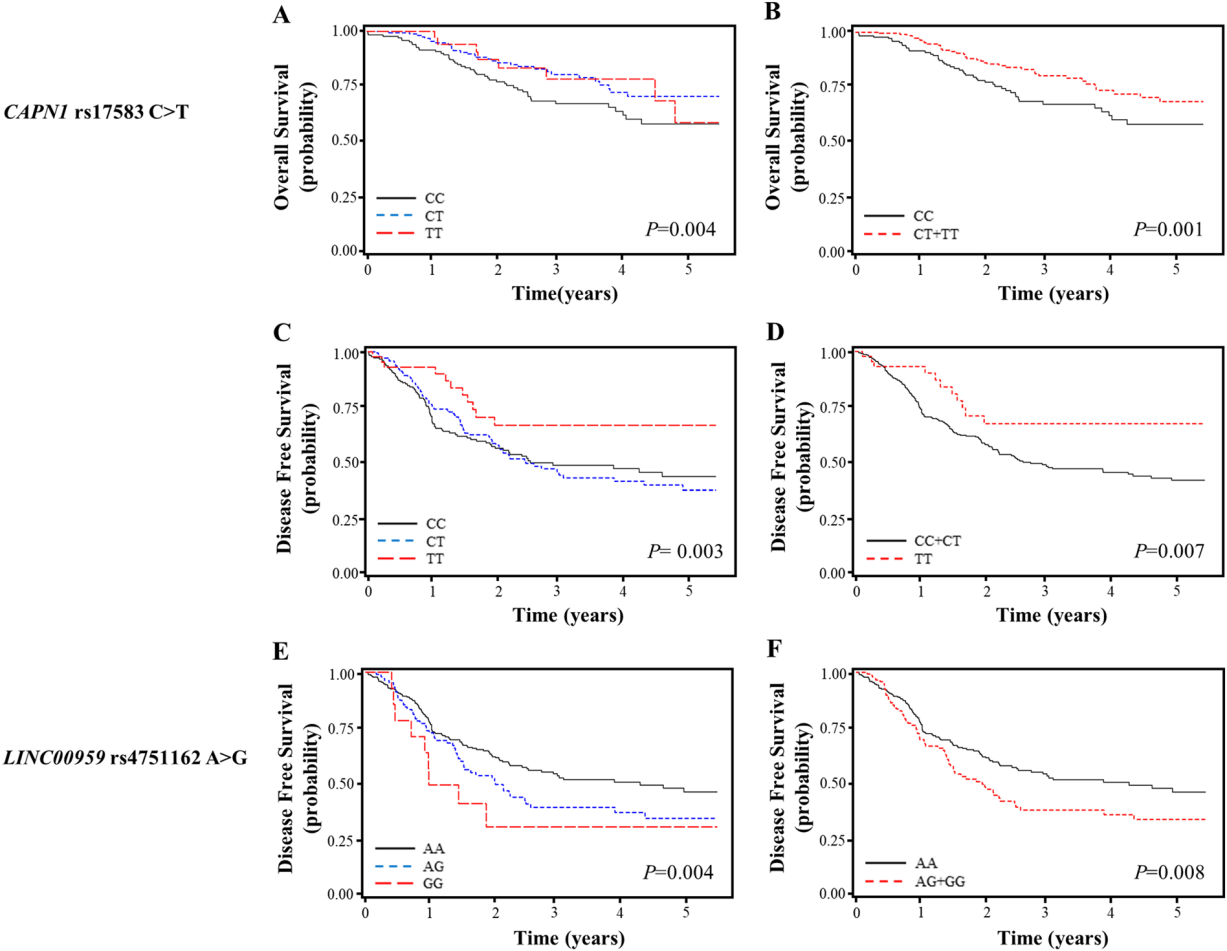
Overall survival (**A**, **B**) and disease-free survival (**C**, **D**) according to *CAPN1* rs17583C>T genotypes, and disease-free survival (**E**, **F**) according to *LINC00959* rs4751162A>G genotypes. The data were analyzed using SAS. *P* values in the multivariate Cox proportional hazard model.

**Table 2:** Overall and disease-free survival according to genotypes of two polymorphisms in the combined cohorts.

Polymorphism/genotypes^e^	No. of cases (%)^a^	Overall survival				Disease-free survival			
		No. of events (%) ^b^	5Y-OSR (%)^c^	HR (95% CI)^d^	*P*^d^	No. of events (%)^c^	5Y-DFSR (%)^c^	HR (95% CI)^d^	*P*^d^
**rs17583**									
CC	173 (43.8)	48 (27.8)	58	1.00		79 (45.7)	43	1.00	
CT	178 (45.1)	31 (17.4)	71	0.48 (0.31–0.76)	0.002	80 (44.9)	37	0.80 (0.58–1.10)	0.16
TT	44 (11.1)	8 (18.2)	59	0.51 (0.24–1.09)	0.08	11 (25.0)	67	0.38 (0.20–0.71)	0.003
Dominant	222 (56.2)	39 (17.6)	69	0.49 (0.32–0.75)	0.001	91 (41.0)	42	0.71 (0.52–0.96)	0.03
Recessive	351 (88.9)	79 (22.5)	65	0.74 (0.35–1.54)	0.42	159 (45.3)	41	0.43 (0.23–0.79)	0.007
Codominant				0.60 (0.42–0.85)	0.004			0.69 (0.54–0.88)	0.003
**rs4751162**									
AA	273 (68.9)	58 (21.3)	66	1.00		107 (39.2)	47	1.00	
AG	108 (27.3)	28 (25.9)	60	1.30 (0.82–2.05)	0.27	55 (50.9)	35	1.45 (1.04–2.01)	0.03
GG	15 (3.8)	2 (13.3)	60	0.63 (0.15–2.63)	0.53	9 (60.0)	31	2.23 (1.11–4.48)	0.03
Dominant	123 (31.1)	30 (24.4)	60	1.21 (0.78–1.89)	0.40	64 (52.0)	35	1.53 (1.11–2.09)	0.008
Recessive	381 (96.2)	86 (22.6)	64	0.59 (0.14–2.45)	0.47	162 (42.5)	43	2.02 (1.01–4.04)	0.05
Codominant				1.09 (0.75–1.58)	0.65			1.47 (1.13–1.90)	0.004

^a^Column percentage.

^b^Row percentage.

^c^Five year-overall survival rate (5Y-OSR) and 5 year-disease free survival rate (5Y-DFSR), proportion of survival derived from Kaplan–Meier analysis.

^d^Hazard ratios (HRs), 95% confidence intervals (CIs) and corresponding *P*-values were calculated using multivariate Cox proportional hazard models, adjusted for age, gender, smoking status, pathologic stage and adjuvant therapy.

^e^Genotype failure: nine cases for the rs17583 and eight cases for the rs4751162.

### Effect of rs17583 C>T and rs4751162 A>G on promoter activity and mRNA expression

The rs17583C>T is located in the promoter region of *CAPN1*, and the rs4751162A>G is located in the intron of *LINC00959*. The rs4751162 resides in an enhancer which is 26 kb apart from *GLRX3* and expected to regulate its expression. To verify the functional relevance of the two genetic variants, we investigated whether rs17583C>T and rs4751162A>G regulate the promoter activity of the *CAPN1* and *GLRX3* gene, respectively. The promoter assays showed that the *CAPN1* rs17583 T allele had significantly lower promoter activity than the C allele (Fig. 2A, P = 0.008). The *LINC00959* rs4751162 G allele had significantly higher *GLRX3* promoter activity than the A allele (Fig. 2B, P = 0.05). Quantitative RT-PCR showed that the relative *CAPN1* expression was significantly higher in tumor tissue than in normal lung tissue (Fig. 3A, P = 0.003). In tumor tissues, *CAPN1* expression was significantly lower in CT + TT than in CC genotype (Fig. 3B, P = 0.01). The expression of *GLRX3* was also significantly higher in tumor tissue than in normal tissue (Fig. 3C, P = 0.0003). *GLRX3* expression was not significantly different among genotypes (Fig. 3D). There was no significant association between mRNA expression level and the survival outcomes (data not shown).

**Figure 2:**
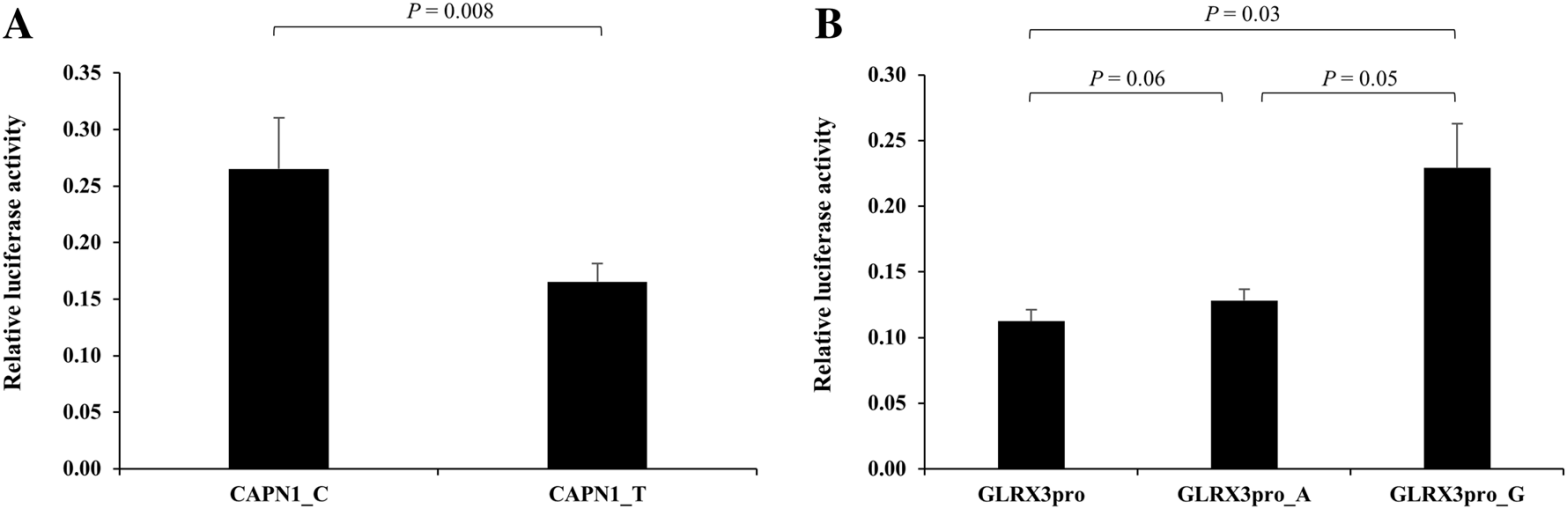
The transcription activity according to alleles of *CAPN1* rs17583C>T and *LINC00959* rs4751162A>G measured by luciferase reporter assay. The H1703 cells were transfected with pGL3-*CAPN1*_C and pGL3-*CAPN1*_T for rs17583 (**A**), and pGL3-*GLRX3*pro, pGL3-*GLRX3*pro_A, or pGL3-*GLRX3*pro_G for rs4751162 (**B**), respectively. The data were analyzed using Excel. Each bar represents mean ± SEM of luciferase activity normalized to Renilla luciferase activity. Experiments were performed in triplicate. *P* value, Student's t-test.

**Figure 3:**
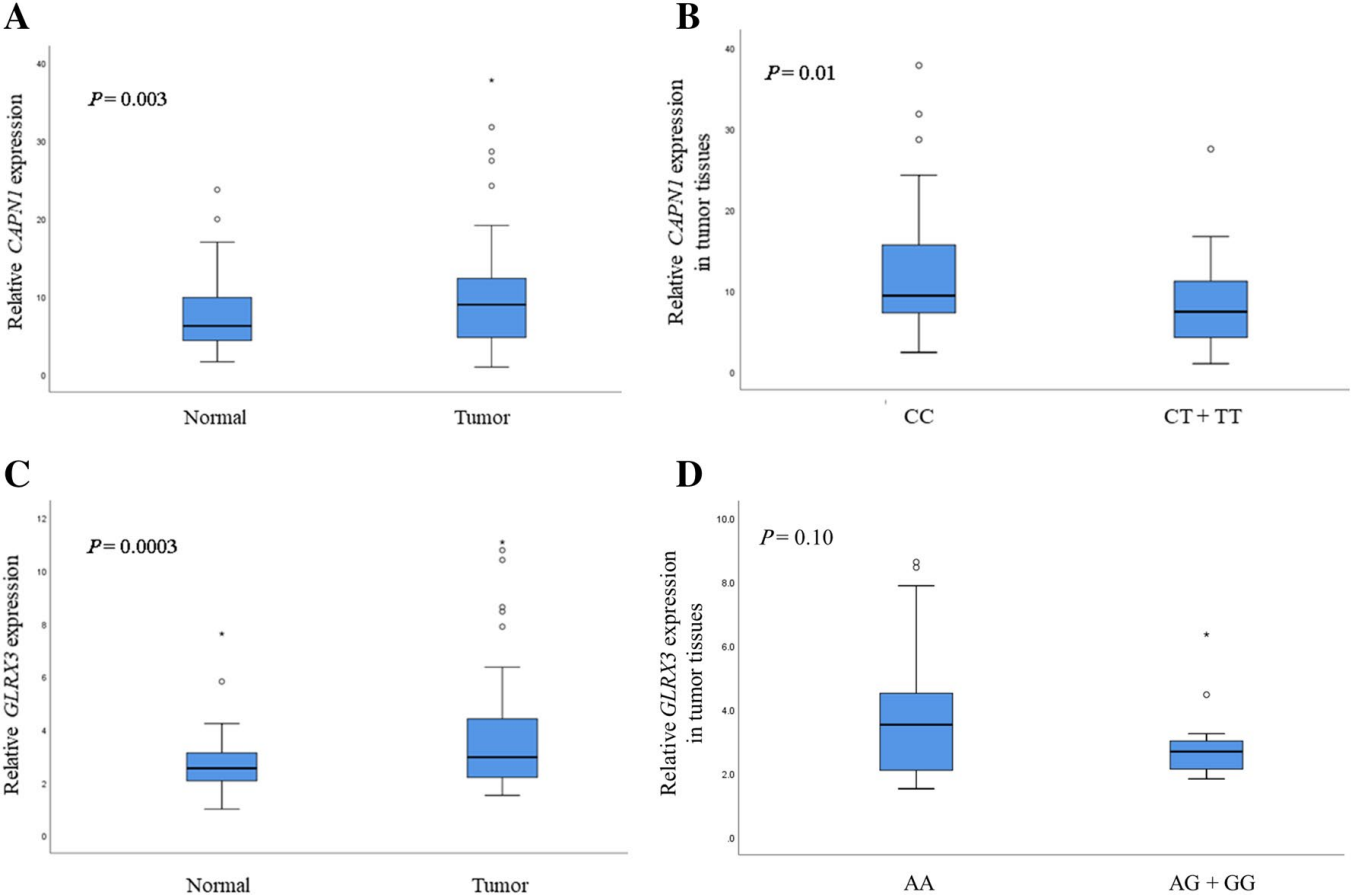
The mRNA expression levels of *CAPN1* and *GLRX3* in tumor and corresponding non-malignant lung tissues (**A**, n = 73 and **C**, n = 55), and *CAPN1* and *GLRX3* mRNA expression according to *CAPN1* rs17583C>T (32CC, 29CT, and 8TT) and *LINC00959* rs4751162A>G (32AA, 15AG, and 1GG) genotypes (**B**, **D**). The data were analyzed using SPSS. The *P*-value was calculated using Student’s t-test.

### ChIP-qPCR assays to confirm histone modification and transcription factor binding in two SNP-containing regions

To confirm whether the two genetic variants are located in functional promoter or enhancer with active histones, we performed ChIP-qPCR assays using antibodies against H3K4me3, H3K27ac, H3K9ac, and H3Kme1. The rs17583-containing region was associated with strong enrichment of H3K4me3 and H3K9ac which mark active promoters (Fig. 4A), and the rs4751162-containing region showed strong enrichment of H3K27ac and H3Kme1 which mark active enhancers (Fig. 4B). Next, motif analyses were performed to predict transcription factors which bind to the SNP regions. As a result of aligning with known motifs using TOMTOM tool in the MEME Suite web server^17^, the rs17583 and rs4751162 are located in the binding motifs of YY1 and TFAP4, respectively (Supplementary Fig. S1). We performed ChIP assays with antibodies to YY1, TFAP4 or with IgG as a control. The rs17583 and rs4751162 regions showed significant enrichment of YY1 and TFAP4, respectively (Fig. 4C,D). The YY1 was predicted to bind to rs17583 C allele more efficiently than to T allele, and TFAP4 was predicted to bind to rs4751162 G allele more efficiently than to A allele, suggesting the alleles with increased gene expression had preferred transcription factor binding (Supplementary Fig. S1).

**Figure 4:**
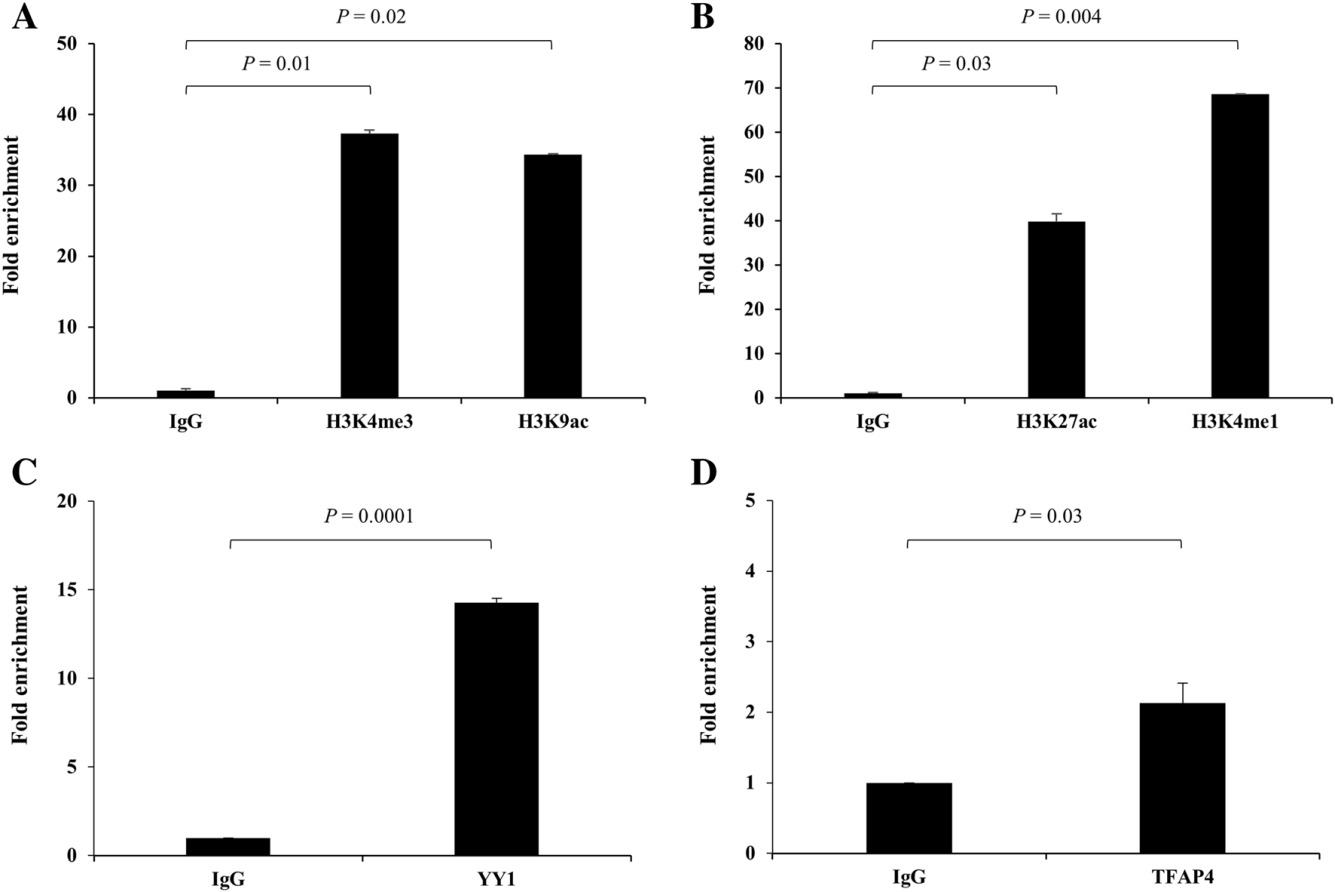
ChIP-qPCR analysis of H3K4me3 and H3K9ac (**A**) and YY1 (**C**) binding at *CAPN1* rs17583, and H3K27ac and H3K4me1 (**B**) and TFAP4 (**D**) binding at *LINC00959* rs4751162. The data were analyzed using Excel. Each bar represents mean ± SEM from three independent experiments carried out in triplicate. *P* values by Student’s t-test.

## Discussion

In this study, we investigated the association between genetic variation in histone modification regions and the prognosis in lung adenocarcinoma. We found that two genetic variants, *CAPN1* rs17583C>T and *LINC00959* rs4751162A>G, in the histone modification regions were associated with the survival outcomes of patients with lung adenocarcinoma who underwent curative surgery. Functional analyses showed significant difference in the promoter activity and expression level of *CAPN1* and *GLRX3* genes according to genotypes, supporting the association between the variants and the survival outcomes. The motif analyses and ChIP-qPCR confirmed that the variants are located in the active promoter/enhancer regions where transcription factor binding occurs, elucidating epigenetic regulatory mechanisms of gene expression by the variants. These results suggested a potential role of the two genetic variants in the pathogenesis of lung adenocarcinoma, and their usefulness as prognostic biomarkers.

Calpains (CAPNs) are a family of calcium-dependent cysteine proteinases involved in a variety of cellular processes including remodeling of cytoskeletal/membrane attachments, signal transduction, and apoptosis^18^. CAPN1 and CAPN2 are the two isoforms of the ubiquitous calpain, which are heterodimers of a large catalytic subunit encoded by *CAPN1* and *CAPN2*, respectively, and a regulatory subunit (CAPN4) encoded by *CAPNS1*^19^. CAPNs could cause limited cleavage or functional modulation of various substrates that act as metastatic mediators, and several studies have suggested that it plays a significant role in tumor migration and invasion^20^. Only a few studies have addressed the role of CAPNs in lung cancer. It has been reported that CAPN2 might promote lung cancer progression by activating EGFR/pAKT signaling pathway, and also contribute to the resistance to paclitaxel or EGFR-TKI^21,22^. Another study suggested that overexpression of CAPN4 was an independent prognostic factor in patients with NSCLC, and could enhance the invasive potential of lung cancer cells by upregulating the expression of matrix metalloproteinase 2^23^. In the present study, the *CAPN1* rs17583C>T was associated with significantly better clinical outcomes. The *CAPN1* expression was significantly higher in lung adenocarcinoma than normal lung. Functional analyses showed that rs17583C-to-T change was associated with decreased *CAPN1* mRNA expression in clinical samples and significantly decreased *CAPN1* promoter activity in i*n vitro* promoter assays. The ChIP-qPCR confirmed that *CAPN1* rs17583C>T is located in an active promoter with YY1 binding. These results suggested a tumor promoting function of *CAPN1* in lung adenocarcinoma, and provided evidence of the functional relationship between the genetic variant and the better clinical outcomes.

GLRX3 is an antioxidant enzyme, one of the intracellular redox-regulating molecules that contribute to maintaining cellular redox homeostasis, and is known to play an important role in cellular signal transduction in response to stress signals by reactive oxygen species^24^. Although the complicated roles of *GLRX3* in cancer remain poorly understood, overexpression of *GLRX3* was ascertained in several types of malignancy, such as nasopharyngeal carcinoma (NPC), oral squamous cell carcinoma (OSCC), colon cancer, and lung cancer^25–27^. Studies on NPC and OSCC have reported in common that knockdown of *GLRX3* inhibited cell proliferation and decreased the migration and invasion capacity of cancer cells by suppressing the epithelial-mesenchymal transition, indicating the essential roles of GLRX3 in cancer progression^25,26^. In agreement with these results, our unpublished data indicated that knockdown of *GLRX3* inhibited proliferation, migration, and invasion capacity of lung cancer cells. In this study, *LINC00959* rs4751162A>G was associated with worse DFS. *GLRX3* expression was significantly higher in tumor tissues than in normal lung, and rs4751162 G allele correlated with a significantly higher promoter activity of *GLRX3* than the A allele. Motif analyses predicted that the rs4751162 is located in the binding motif of TFAP4, and the ChIP-qPCR confirmed the SNP was located in an active enhancer with TFAP4 binding. These results suggested a potentially oncogenic role of *GLRX3*. However, further investigation is needed to understand the role of *CAPN1* and *GLRX3* in the pathogenesis of lung adenocarcinoma and the biological mechanisms of the association between the genetic variants and clinical outcomes.

In this study, only two out of 41 SNPs were replicated in the validation cohorts. Difference in clinical characteristics of the patients between the discovery and validation cohorts, which could be a possible cause of replication failure, is a limitation of the retrospective multicenter studies. However, all the clinical variables were adjusted for in the multivariate analyses. More importantly, because the discovery study with a relatively small sample size was an exploratory study for which type II errors should be considered, we did not perform multiple testing corrections for the associations, which may have resulted in false positive associations leading to the replication failure of the associations in the validation study. In addition, the modest sample size of the validation cohort may not have optimal statistical power for replicating the associations. In this study, the observed *P* values did not reach a more stringent level of statistical significance to avoid false positive associations arising from multiple comparisons. Future studies with larger number of patients are required to validate our results. Nevertheless, the design of two-stage independent cohorts for the discovery and validation sets is a major strength of this study, which could reduce false-positive findings from the genetic association study^28,29^. The two SNPs were significantly associated with clinical outcomes in both independent cohorts, and the association had similar effect size with the same direction. In addition, the association showed higher level of significance in the combined analysis including larger population, supporting the credibility of the association. Functional analyses further supported the plausibility of our findings.

In summary, the current study demonstrated that the two genetic variants, *CAPN1* rs17583C>T and *LINC00959* rs4751162A>G, was associated with survival outcomes of patients with lung adenocarcinoma after surgical resection. Our results suggest that *CAPN1* and *GLRX3* may play important roles in the pathogenesis of lung adenocarcinoma, and that the variants may be useful in predicting the prognosis of lung adenocarcinoma after surgery, thereby helping to refine therapeutic decisions for better clinical outcomes in NSCLC. Future studies are warranted to validate our results in a larger population with diverse ethnicity.

## Methods

### Study population

A total of 404 patients with available genomic DNA samples, who were diagnosed with pathologic stages I, II, or IIIA (micro-invasive N2) NSCLC after curative surgical resection, were enrolled in this study. Discovery cohort comprised 166 patients whose diagnosis was made at Kyungpook National University Hospital (KNUH) between September 2001 and August 2009, and validation cohort consisted of 238 patients diagnosed with NSCLC at Seoul National University Bundang Hospital (SNUBH) between June 2005 and May 2012. All patients in this study were of Korean ethnicity. Genomic DNA samples extracted from peripheral blood lymphocytes of the patients were provided by the National Biobank of Korea, KNUH, which is supported by the Ministry of Health, Welfare and Family Affairs. Written informed consent was obtained from all patients before surgery. This study was approved by the Institutional Review Boards of the Kyungpook National University Chilgok Hospital and Seoul National University Bundang Hospital (Approval No. KNUCH 2017-07-012). All experiments were performed in accordance with relevant guidelines and regulations.

### Cell culture and antibodies

H2087 cells were obtained from the American Type Culture Collection (ATCC) and H1703 cells were purchased from Korean Cell Line Bank (KCLB), Seoul, Korea. Antibodies used in this study include anti-Histone H3 antibodies (ab8580, ab4441, ab4729 and ab8895), and anti-GLRX3 antibody (ab226396) from Abcam (Cambridge, UK), anti-YY1 antibody (46395) from Cell Signaling Technology (Danvers, MA, USA), and anti-TFAP4 antibody (sc-166216X) from Santa Cruz Biotechnology (Dallas, TX, USA). Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_ in Corning RPMI medium (Corning Inc., Corning, NY, USA) supplemented with 10% Corning Fetal Bovine Serum (Corning Inc., Corning, NY, USA), and 100 U/ml penicillin and 100 mg/ml streptomycin.

### Chromatin immunoprecipitation (ChIP)-sequencing

ChIP assays were performed using the Pierce Magnetic ChIP kit (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer’s protocol. H2087 cells were crosslinked with 1% formaldehyde for 10 min, and the crosslinking was inactivated by 0.125 M glycine for 5 min at room temperature. Cells were washed with cold 1xPBS twice. The cells were lysed, sonicated to shear DNA. To immunoprecipitate protein/chromatin complexes, the diluted supernatants were incubated with 10 μg of H3K4me3 or H3K27ac antibody overnight, and then incubated for 2 h after adding 50 μl of agarose/protein A or G beads. Ten percent of the diluted supernatants were saved as “input” for normalization. Several washing steps were followed by protein digestion using proteinase K. Reverse crosslinking was carried out at 65 °C. DNA was subsequently purified. ChIPSeq library preparation was performed with TruSeq ChIP Library Preparation Kit (Illumina, San Diego, CA, USA). Sequencing was performed on an Illumina HiSeq4000. Sequence reads for each sample were aligned to the human genome using Bowtie^30^. The reference genome sequence of Homo sapiens (hg19) and annotation data were downloaded from the UCSC table browser (http://genome.uscs.edu). Peaks were called in the aligned sequence data using a model-based analysis of ChIP-seq (MACS2 version 2.1.0) (https://bioweb.pasteur.fr/packages/pack@macs@2.1.0)^31^. ChIPseeker (version 1.6.6) (http://www.bioconductor.org/packages/release/bioc/html/ChIPseeker.html)^32^, a bioconductor package within the statistical programming environment R to facilitate batch annotation of enriched peaks identified from ChIP-seq data, was used to identify nearby genes and transcripts from the peaks obtained from MACS2.

### RNA-sequencing

Total RNAs from H2087 cells were isolated using TRIzol (Invitrogen, Carlsbad, CA, USA). Sequencing was performed on an Illumina HiSeq4000 and aligned the processed reads to the Homo sapiens (hg19) using HISAT v2.0.5^33^. Transcript assembly and abundance estimation was performed using StringTie v1.3.3b^34,35^. It provides the relative abundance estimates as FPKM values (Fragments Per Kilobase of exon per Million fragments mapped) of transcript and gene expressed in each sample. 

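The gene values were, to rounding, the sum of the FPKM values of the gene's transcripts for 27509 genes in H2087 and 27515 in H596. Of the 176 other genes in H2087, 158 had transcripts placed at more than 1 locus. For 150 of the 176, the gene value was the sum over transcripts of the larger copy alone. In 3 genes, AREG, XAGE1B and XAGE1E, picked out after their values were seen, this rule decided the side of the threshold: the gene table gave an FPKM below 100, and the sum over all copies gave at least 100. AREG (gene 374) is annotated at 2 loci on chromosome 4 of hg19, from 75310815 to 75320726 and from 75480591 to 75490485. Its copies had FPKM values of 75.0 and 61.0 in H2087, and the gene table listed 75.0. Reads of such near-identical copies cannot be assigned with certainty to either locus.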

FPKM values have already been normalized with respect to library size.

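The FPKM values of all genes summed to 468269.9 in H2087 and 412390.2 in H596, so an FPKM of 100 corresponded to 214 TPM in H2087 and 242 TPM in H596. Dividing by library size thus left the libraries with different sums. The 10 highest genes held 7.30% of the summed FPKM in H2087 and 7.74% in H596. Of the estimated counts, the 10 genes with most counts held 5.60% in H2087 and 5.41% in H596, so neither library was dominated by a few genes. The mitochondrial ribosomal RNA genes, the 2 mitochondrially encoded genes listed, took 0.947% of the counts in H2087 and 1.02% in H596.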

### SNP selection and genotyping

We conducted an integrated analysis of ChIP-seq and RNA-seq for the SNP selection. As a result of the ChIP-seq using H2087 cells, SNPs within H3K4me3 and H3K27ac peak regions were selected. Next, using the FuncPred utility for functional SNP prediction in the SNPinfo web server (https://snpinfo.niehs.nih.gov/), potentially functional variants with minor allele frequency ≥ 0.1 based on the HapMap JPT data were collected after excluding those in linkage disequilibrium (*r*^2^ ≥ 0.8). And then, using RNA-seq we chose genes with high expression level (FPKM ≥ 100), and then SNPs within or closest to the genes were extracted. 

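Whether a gene passed this threshold depended in part on the use of gene or transcript values. Of the selected genes, 598 had at least 1 transcript with an FPKM of 100 or more, and 106 (15.1%) reached 100 only as the sum of several transcripts. Both CAPN1 and GLRX3 were among the latter. In CAPN1, transcript NM_005186 had an FPKM of 98.1, or 96.2% of the gene's value. The other 3 listed CAPN1 transcripts had FPKM values of 2.14, 1.11 and 0.601. In GLRX3, NM_006541 had an FPKM of 91.6 and NM_001199868 one of 52.9, which are 63.4% and 36.6% of the gene's value, and NM_001321980 had one of 0.0392. The division of reads between transcripts that share most exons is an estimate, and the intervals of the gene values do not cover its error.

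**Figure D2:**
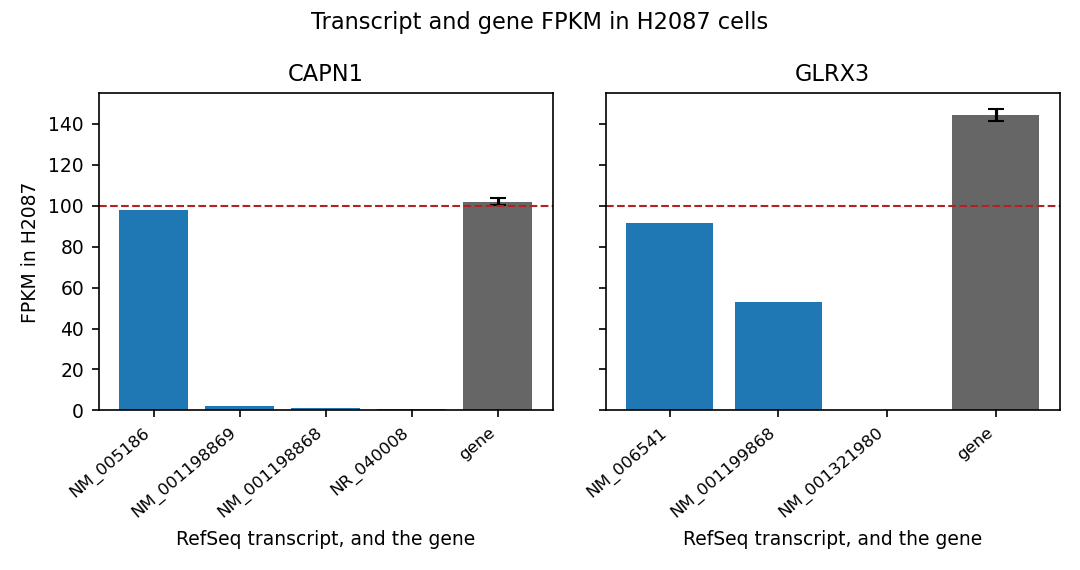
FPKM in H2087 of each listed transcript (blue bars) and of the gene (grey bars, with 95% Wilson intervals for counting error) for CAPN1 and GLRX3; the dashed line is an FPKM of 100. No single transcript reaches the line, with the highest at 98.1 in CAPN1 and 91.6 in GLRX3, while both gene values lie above it.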

Genotyping was performed using iPLEX Assay and MassARRAY System (Agena Bioscience, San Diego, CA, USA). Approximately 5% of the samples were randomly selected to be genotyped again by a different investigator, by a restriction fragment length polymorphism assay, and the results were 100% concordant.

### Promoter-luciferase constructs and luciferase assay

We evaluated the effect of the rs17583C>T or rs4751162A>G on the activity of the promoter of *CAPN1* or *GLRX3* genes by luciferase reporter assay. The rs17583C>T of *CAPN1* gene is located in the region of H3K4me3 peak, which marks active promoters, in *CAPN1* gene promoter. The 378 bp fragment including rs17583C>T was synthesized by polymerase chain reaction from human genomic DNA and cloned into *XhoI*/*HindIII* site of the pGL3-basic vector (Promega, Madison, WI, USA). The correct sequences of all clones were verified by DNA sequencing. The rs4751162A>G is located in the region of H3K27ac peak, which is an activation mark of enhancers, in the intron region of *LINC00959* gene. 

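LINC00959, listed with transcript NR_034125, is transcribed from the minus strand of chromosome 10, and GLRX3 from the plus strand, so the genes point away from each other. The whole of LINC00959 lies before the first base of GLRX3 in hg19, with 25557 bases between them. The reference annotation, in which the gene carries the name C10orf143, places exon 1 of LINC00959 at its GLRX3-facing end, from 131908968. The intronic base nearest to GLRX3 is 131908967, in the first intron, which is 25.7 kb from the GLRX3 start, and the far end of LINC00959 is 72.5 kb from it. A position 26 kb before the GLRX3 start, 131908639, falls in that first intron. A position 26 kb after the GLRX3 end, 132004646, falls in no annotated gene. The position of the SNP itself was not used here. Among the 9 genes listed between MGMT and TCERG1L-AS1 in this part of the chromosome, GLRX3 was the only one with an FPKM of at least 100 in H2087, and 7 had 0 counts. MGMT, which covers 131265448 to 131565884, had an FPKM of 20.2 in H2087.

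**Figure D3:**
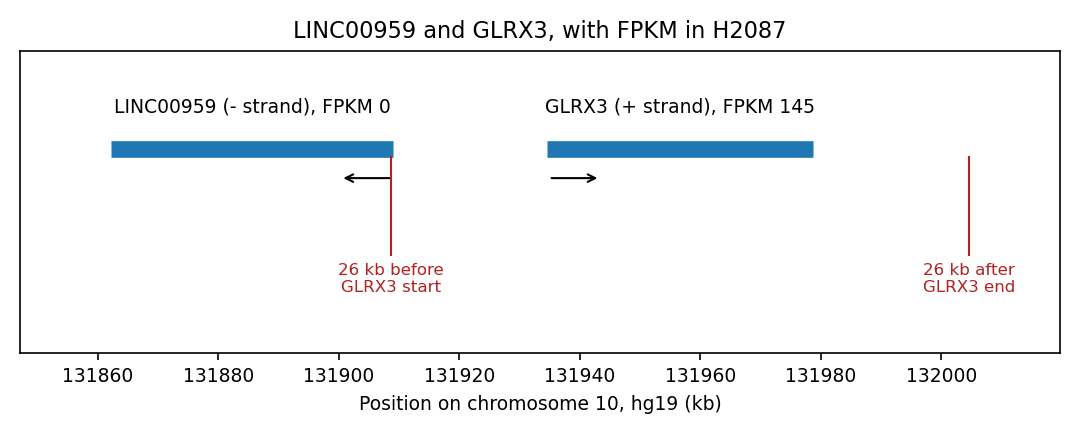
Map of LINC00959 and GLRX3 on chromosome 10 of hg19 (position in kb), with the strand and the H2087 FPKM of each gene; arrows give the direction of transcription and red lines the positions 26 kb before the start and 26 kb after the end of GLRX3. The line before GLRX3 falls within LINC00959 and the line after it falls in neither gene.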

The SNP is expected to regulate expression of *GLRX3* gene because it resides 26 kb downstream of *GLRX3* gene, although they both are on the chromosome 10. The promoter region of *GLRX3* (− 980 to + 38 bp, the transcriptional start site is designated as + 1) was synthesized by polymerase chain reaction from human genomic DNA and cloned into *XhoI/NcoI* site of the pGL3-promoter vector (Promega, Madison, WI, USA) to generate pGL3-*GLRX3*pro. 

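With the first base of the listed GLRX3 transcripts, 131934639 on the plus strand, taken as +1, this promoter fragment covers 131933659 to 131934676 on chromosome 10 of hg19, a length of 1018 bases. It ends within the 5' untranslated region, 8 bases before the annotated start codon at 131934685. The GC content of the reference sequence is 62.1% over the fragment and 72.5% over its last 200 bases. The reference sequence from 131934609 to 131934668 is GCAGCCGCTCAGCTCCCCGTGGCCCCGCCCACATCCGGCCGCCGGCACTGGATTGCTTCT, in which position 31 is +1. Of the 3 listed GLRX3 transcripts, NM_001321980 begins further downstream, at 131934673.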

Two fragments including rs4751162A or rs4751162G allele of rs4751162A>G were amplified from genomic DNA sample and the 283 bp products were cloned into *BamHI/SalI* site of the pGL3-*GLRX3*pro, respectively, to generate pGL3-*GLRX3*pro_A and pGL3-*GLRX3*pro_G. The cloning PCR primers were listed Supplementary Table S3. All constructs were verified by direct sequencing before use. The H1703 cells were transfected with 200 ng of each plasmid DNA (pGL3-*CAPN1*_C and pGL3-*CAPN1*_T for rs17583, and pGL3-*GLRX3*pro, pGL3-*GLRX3*pro_A, or pGL3-*GLRX3*pro_G for rs4751162) and 2 ng of pRL-SV40 Vector (Promega, Madison, WI, USA) using Effectene transfection reagent (Qiagen, Hilden, Germany) according to manufacturer’s protocol. The cells were collected 48 h after transfection. Luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA). Firefly luciferase activity measurements were normalized with respect to pRL-SV40 *Renilla* luciferase activity to correct for variations in transfection efficiency. All experiments were performed in triplicate.

### RNA preparation and quantitative reverse transcription-PCR (qRT-PCR)

*CAPN1* and *GLRX3* mRNA expression was examined by qRT-PCR. Total RNAs from tumors and paired non-malignant lung tissues (n = 73) were isolated using TRIzol (Invitrogen, Carlsbad, CA, USA). Real-time PCR was performed using a LightCycler 480 (Roche Applied *GLRX3* expression Science, Mannheim, Germany) with QuantiFast SYBR Green PCR Master Mix (Qiagen, Hilden, Germany). The real-time PCR primers for *CAPN1*, *GLRX3* and *β-actin* genes were listed in Supplementary Table S3. Each sample was run in duplicate. Relative target gene mRNA expression was normalized to that of *β-actin* expression and then evaluated using the 2^−ΔΔ*C*t^ method^36^.

### ChIP-quantitative PCR (qPCR) assay

Chromatin from H2087 cells was immunoprecipitated with the Pierce Magnetic ChIP kit (Thermo Fisher Scientific, Waltham, MA, USA), using 10 μg anti-H3K4me3, anti-H3K9ac, anti-H3K27ac, anti-H3Kme1, anti-YY1, and anti-TFAP4 antibodies and 2 μg normal rabbit IgG antibodies per immunoprecipitation reaction. Immunoprecipitated chromatin was subjected to real-time qPCR using SYBR Green PCR Master Mix (Qiagen, Hilden, Germany). The ChIP-qPCR primers were listed Supplementary Table S3. The qPCR was performed as follows: 95 ℃ 10 min, 45 cycles of 95 ℃ 15 s, 60 ℃ 1 min. ChIP-qPCR enrichment analysis were performed by Comparative Ct method. Each samples were normalized to the input and the fold difference between sample and IgG was calculated using 2(− ΔΔCt)^37^.

### Enriched motif analysis

We identified the transcription factor binding motif enriched in the regions containing rs17583C>T or rs4751162 A>G. Motifs were analyzed using TOMTOM, a motif database scanning algorithm, of the MEME Suite web server^17^ for comparison against Human and Mouse^38^ and the SwissRegulon databases of known transcription factor motifs^39^.

### Statistical analyses

Hardy–Weinberg equilibrium was evaluated by a goodness-of-fit χ^2^ test with 1 degree of freedom. Overall survival (OS) was measured from the date of surgery to the date of death or the last follow-up. Disease-free survival (DFS) was calculated from the date of surgery until first evidence of disease recurrence or last date of follow up for patients who were free of disease. Estimated survival rate was calculated using the Kaplan–Meier method. Log-rank test was used to compare the difference in OS and DFS across different genotypes. Multivariate Cox proportional hazards models were used to estimate the hazard ratio (HR) and 95% confidence intervals (CI) after adjusting for age (< 64 years vs ≥ 64 years), gender (male vs female), smoking status (never vs ever), pathological stage (I vs II–IIIA), and adjuvant therapy (yes vs no). Statistical analyses were carried out using Statistical Analysis System for Windows, version 9.4 (SAS Institute, Cary, NC, USA), Statistical Package for the Social Sciences (SPSS) 25.0 (IBM Corp., Armonk, NY, USA), and Microsoft Excel (Microsoft Corp., Redmond, WA, USA).

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets for the RNA-seq and ChIP-seq (H3K4me3, H3K27ac) have been deposited and are available at Gene Expression Omnibus (GEO accession no. GSE182385) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182385).

How the deposited data were processed for this re-analysis (not part of the article)

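RNA-seq data of 2 libraries were processed: 1 of untreated H2087 cells, the cell line the paper used, and 1 of untreated H596 cells. The ChIP-seq, genotyping, luciferase, qRT-PCR and ChIP-qPCR data of the paper were not analysed here. The authors isolated total RNA, prepared stranded mRNA libraries, sequenced them on an Illumina HiSeq4000, aligned the reads to hg19 with HISAT and estimated transcript abundance with StringTie against RefSeq transcripts. They deposited 2 tables, of 27685 genes and 63714 transcripts, each with an estimated count and an FPKM value per library; the transcript table also gives each transcript's length and position. The estimated counts deposited by the authors are whole numbers; how they were made is not stated, and they were taken as rounded expected counts derived from coverage. The FPKM values deposited by the authors are relative to transcript length and to the size of the library. For the genes without copies at several loci they are, apart from a few genes, the sum over the gene's transcripts. No column of per-sample values was left without a sample.

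From these tables, genes with an FPKM of at least 100, the paper's threshold, were counted, with the largest value kept where a symbol had several rows. The libraries were compared by the difference of log2(FPKM + 1), H596 minus H2087, among the 13048 genes with a mean FPKM of at least 1; on this scale the changes of low genes are understated. With 1 library per cell line there is no replicate check, and no test or p-value between the cell lines was computed. Intervals are 95% Wilson intervals of a gene's share of the total estimated count (scipy 1.17.1), with 3 counts as the limit for a count of 0; they cover counting error only. The total estimated counts, 46961500 in H2087 and 55387847 in H596, set that precision. Scaling of the counts by edgeR's TMM method (edgeR 4.0.16 in R 4.3.3) was an alternative. Other alternatives were FPKM thresholds of 50 and 200, transcript values, TPM, the exclusion of mitochondrially encoded and ribosomal protein genes, a pseudocount of 0.1, other filters on mean FPKM, and centring on the median difference. The genes named are those the paper names, the 5 with the highest FPKM in H2087 and the 5 with the largest difference in each direction. These choices were made before the data were examined. AREG, XAGE1B, XAGE1E, ANXA8, KRT5, MSLN and SLC1A3 were chosen after their values were seen.

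Positions are those of the deposited tables. The reference sequence and the exons are from GRCh37 with GENCODE release 44 mapped to it; of 23841 genes whose symbol was found there, 23528 (98.7%) overlapped the deposited position. Gene lists were compared with 10000 random lists in which each gene was replaced by 1 of the 20 other genes nearest to it in expression, length or GC content. A first matching in 40 bins of expression was replaced, because its highest bin began at a mean FPKM of 174 while the median of the ribosomal protein genes was 851. Neighbouring genes were compared by medians over windows of 40 genes in chromosome order, against 1000 shuffled orders. Trends with expression, length and GC content were taken out as the median of each of 20 bins. A list of 6 stromal genes was written before its values were looked up. The intervals, the 2-fold calls, the random lists, the windows and the removal of trends were tested on simulated data. Of 200 genes changed 4-fold, 190 were called in the right direction, and of 12244 unchanged genes 0 were called. Of 1000 simulated Wilson intervals, 94.0% held the true share. Both simulations had counting error alone, with the H2087 counts as the true level, and no variation between cultures or library preparations. They check the calculation and give no rate of false calls between real single libraries. For lists of the highest of 10000 simulated genes, with no effect, 29.0% fell in the lowest 5% with the bins and 12.0% with the nearest genes, so a list that is low by this measure is read with caution. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used.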

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

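The tests of sequencing depth and of overlapping genes were chosen after the values were seen, and the list of stromal genes was written before. The H596 library is not reported in the paper, and the genes given below as high in it are signals above the limit that a count of 0 allows. The genes higher in H2087 are given for comparison.

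In H596, 637 genes had an FPKM of at least 100. Of these, 447 were also above the threshold in H2087 and 190 were not. CAPN1 had an FPKM of 219.9 (95% interval, 218 to 222) in H596, against 102 in H2087. GLRX3 had one of 35.6 (95% interval, 34.3 to 37.0) in H596, against 145 in H2087, and so it would not have been selected from the H596 library. These differences exceed counting error, and with 1 library per cell line they have no replicate check.

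The 5 genes with the largest differences towards H596 were H19, KRT13, CSTA, ALDH3A1 and TRIM29. H19, a noncoding RNA at 2016406 to 2022696 on chromosome 11, had the highest FPKM of all genes in H596, 7304 from 969312 counts, and 0 counts in H2087. Counting only reads listed for H19, this is at least 273949-fold higher. KRT13 had an FPKM of 3558 against 0.281, CSTA 301.1 against 0 counts, ALDH3A1 398 against 0.556, and TRIM29 227 from 38787 counts against 3 counts. Among genes with an FPKM of at least 100 in H596, 7 had at most 3 counts in H2087: ANXA8, CSTA, H19, KRT5, MSLN, SLC1A3 and TRIM29, of which ANXA8, KRT5, MSLN and SLC1A3 were chosen after their values were seen.

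The 5 genes with the largest differences towards H2087 were GSTP1, MT1E, CHI3L1, GALNT6 and SFTA3. GSTP1 had an FPKM of 434 in H2087, MT1E 349.9 and CHI3L1 141, each against 0 counts in H596. GALNT6 had an FPKM of 214 in H2087 against 0.591 in H596, a 363-fold difference. SFTA3 had an FPKM of 100.6 in H2087 (95% interval, 98.4 to 103), so its side of the threshold is within counting error, against 0.0304 from 6 counts in H596.

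The H596 library had 1.18 times the counts of the H2087 library. The smallest of the 5 differences towards H596 was a 715-fold one in ALDH3A1. FPKM is already relative to library size, so depth was not a likely source of these differences, and this comparison is a weak test. The next tests concern H19 alone. The genes overlapping it, HOTS and MIR675, held 50 counts in H2087, far below the 969312 counts of H19 in H596, although some of the 50 may be reads of H19. Stromal cells in the H596 culture are a candidate source of H19, but the 6 stromal genes COL1A1, COL1A2, COL3A1, DCN, LUM and SPARC had a median FPKM of 0.0167 in H596. The highest, DCN, had an FPKM of 9.77, and COL1A1 was also present in H2087 with an FPKM of 3.89. Overlapping genes and other cells were not tested for KRT13, CSTA, ALDH3A1 and TRIM29. A mislabelled culture or a mixture with epithelial cells of another kind was not tested, and neither was a biological difference between the 2 cell lines, which the design names and which stays open.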

How the results depend on the processing

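The counts of genes at the threshold and the H2087 values of CAPN1, GLRX3 and LINC00959 were recomputed under alternatives set before the data were examined. So were the number of genes differing at least 2-fold and the share of the 10 highest genes, for 42 alternatives in all. Of these, 24 left a count within 1.5 times or a value within its counting interval and 18 did not. Several of these outcomes were set by the alternative itself, so the split into 24 and 18 is no measure of robustness. Summing transcripts could not change CAPN1 or GLRX3, whose gene values are that sum. TPM could not change the share of the 10 highest genes. Thresholds of 50 and 200 change the selection itself, and TPM changes the unit of the CAPN1 and GLRX3 values. The values of named genes in H596 were recomputed only from transcripts, and the ribosomal protein genes only under TMM scaling and centring; the patterns along the chromosomes were not recomputed under these alternatives. By the highest single transcript in H596, CAPN1 had an FPKM of 212 and GLRX3 one of 28.7, while EGFR fell below the threshold, from 265 to 95.4. No paired analysis was possible because each cell line had 1 library, and for the same reason leaving out a library was not possible.

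With a threshold of 50, 1522 genes passed in H2087, 1490 in H596 and 1054 in both, against 704, 637 and 447 at 100. With a threshold of 200, these counts were 301, 272 and 189. With TPM they were 1643, 1871 and 1224; TPM multiplies all FPKM values of a library by one factor, so this amounts to a lower FPKM threshold. The other 4 alternatives gave between 598 and 707 genes in H2087.

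CAPN1 fell below the threshold by its highest single transcript, with an FPKM of 98.1, and so did GLRX3, with 91.6. CAPN1 had 218 TPM, and an FPKM of 111 without mitochondrial and ribosomal protein genes; GLRX3 had 309 TPM and an FPKM of 158. LINC00959 had 0 under every alternative, and could have no other value, because its only listed transcript had 0 counts. Its results are among the 24 that did not move, and they are no test of the processing. The lower limit of the CAPN1 interval, 100.4, became 99.7 with 2 reads per fragment, an alternative chosen after seeing the data.

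Between the cell lines, 4226 of 13048 genes differed at least 2-fold, 2376 of them higher and 1850 lower in H596. Among genes with a mean FPKM of at least 10 the number was 1986, since fewer genes were examined; the other 5 alternatives gave 4162 to 4939. The share of these genes that was higher in H596 was 56.2% as deposited, 48.8% with TMM scaling and 49.1% with centring. Centring sets this share near even by construction and TMM scaling shifts all genes by one factor, so the shares are not read as a direction of the majority. The 10 highest genes of H2087 held 7.30% of the summed FPKM. The 10 genes with most counts held 5.60% of the counts, and with transcripts in place of genes the share of FPKM was 7.23%. These are shares of different quantities, since counts are not divided by length and a gene's value can be split between transcripts. Depth limits the CAPN1 result and the 17 selected genes whose interval reaches below the threshold.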

Differences from the paper's values

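The paper's methods place the LINC00959 variant downstream of GLRX3. In hg19 the whole of LINC00959 lies before the start of GLRX3, which is on the plus strand, and the nearest intronic base of LINC00959 is 25.7 kb upstream of that start and 69.7 kb from the GLRX3 end. The position of the variant itself was not used here.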

Other observations

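Of the tests below, those on ribosomal protein pseudogenes, on related genes along the chromosomes and on trends in the positional patterns were set before their results were seen; the others were chosen afterwards. Changes are H596 against H2087 on the log2(FPKM + 1) scale. Among the 13048 genes with a mean FPKM of at least 1, the median difference was 0.12, and 0.00 after TMM scaling. With 1 library per cell line, none of these patterns has a replicate check.

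Other genes named in the paper had these values. CAPN2 had an FPKM of 237 in H2087 and 234 in H596, and their intervals overlapped. CAPNS1 had an FPKM of 149 in H2087 and 327 in H596. YY1 had an FPKM of 42.2 in H2087 and 47.1 in H596. TFAP4 had an FPKM of 19.3 in H2087 and 14.6 in H596. EGFR had an FPKM of 37.8 in H2087 and 265 in H596. MMP2 had 5 counts in H2087 and 0 in H596. LINC00959, at 0 counts in H2087, had 104 counts and an FPKM of 0.685 in H596.

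The differences between the cell lines were grouped along the chromosomes. Over windows of 40 neighbouring genes, the medians had an SD of 0.464, against at most 0.203 in 1000 shuffled gene orders, and 0 of the 1000 were as spread. Leaving out genes that share a symbol root with another gene within 5 Mb gave 0.442 against at most 0.201. Taking out the trends with expression, length and GC content gave 0.445 against at most 0.188. The lowest window, of 40 genes from 57881736 to 66220754 on chromosome 12, had a median of -1.64, with 34 genes lower in H596. A window from 18822203 to 33757885 on chromosome 18 had a median of 1.41. The highest, from 26087509 to 27925960 on chromosome 6, had one of 1.85, but 20 of its 40 genes are histone genes and the median of the others was 0.74. Chance, related genes and these trends thus leave most of the grouping in place. Differences in copy number between the cell lines may underlie it; this is a hypothesis, and no DNA data were analysed here.

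GLRX3 lies in such a region. GLRX3 differed by -1.99, and its 40 nearest tested neighbours, from 124608610 to 135234174 on chromosome 10, had a median of -0.69, with 33 lower in H596. Of 1000 random draws of 40 genes, 0 had a median as low, and with the trends taken out the median was -0.90. Among real windows of 40 genes, 4.26% were as low. The lower GLRX3 value in H596 may therefore be shared in part with its chromosomal neighbourhood, which is a hypothesis, and the neighbours differed by less than GLRX3 itself. CAPN1 went against its neighbours: it differed by 1.10, while the 40 genes around it had a median of -0.28.

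Ribosomal protein genes had a lower median in H596, by a difference of -0.62 over 81 genes, and -0.75 after TMM scaling; 70 of the 81 were lower as deposited and 74 after scaling. Their share of the counts was 7.43% in H2087 and 4.71% in H596. Other genes of like expression were lower to a like extent. Of 10000 random lists matched on the 20 nearest genes in expression, 5887 had a median as low, and the 56 other genes with a mean FPKM of at least 500 had a median of -0.79. Few other genes are expressed at this level, so these lists drew on the same genes repeatedly. They cannot show that ribosomal protein genes have no difference of their own. A coarser matching in 40 bins of expression had given 280 of 10000, because the bins hold many less expressed genes. Lists matched on length were as low in 3 of 10000 cases and lists matched on GC content in 0, so these trends alone do not account for the values. The listed ribosomal protein pseudogenes gained 0.0020 percentage points of the counts, against 2.72 lost by the genes. Of the 56 other genes with a mean FPKM of at least 500, 40 were lower in H596. The median of the 680 genes with a mean FPKM of at least 100, ribosomal protein genes included, was only -0.30. The pattern is thus shared mainly with the most highly expressed genes, which had a lower level in the H596 library. The cause stays open.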
